# Identification of an IL-22-Dependent Gene Signature as a Pharmacodynamic Biomarker

**DOI:** 10.3390/ijms22158205

**Published:** 2021-07-30

**Authors:** Julie Rae, Jason Hackney, Kevin Huang, Mary Keir, Ann Herman

**Keywords:** IL-22, pharmacodynamic biomarker, IL-1β, IBD, antimicrobial, epithelial repair, gene expression

## Abstract

Interleukin-22 (IL-22) plays a role in epithelial barrier function and repair, and may provide benefits in conditions like inflammatory bowel disease. However, limited human data are available to assess the clinical effect of IL-22 administration. This study used a human intestinal cell line to identify an IL-22-dependent gene signature that could serve as a pharmacodynamic biomarker for IL-22 therapy. The response to IL-22Fc (UTTR1147A, an Fc-stabilized version of IL-22) was assessed in HT-29 cells by microarray, and the selected responsive genes were confirmed by qPCR. HT-29 cells demonstrated dose-dependent increases in STAT3 phosphorylation and multiple gene expression changes in response to UTTR1147A. Genes were selected that were upregulated by UTTR1147A, but to a lesser extent by IL-6, which also signals via STAT3. IL-1R1 was highly upregulated by UTTR1147A, and differential gene expression patterns were observed in response to IL-22Fc in the presence of IL-1β. An IL-22-dependent gene signature was identified that could serve as a pharmacodynamic biomarker in intestinal biopsies to support the clinical development of an IL-22 therapeutic. The differential gene expression pattern in the presence of IL-1β suggests that an inflammatory cytokine milieu in the disease setting could influence the clinical responses to IL-22.

## 1. Introduction

Interleukin-22 (IL-22) has been shown to promote mucosal healing, and to repair epithelial tissue in mouse models, highlighting its potential as a therapeutic agent for diseases with compromised barrier function, including inflammatory bowel disease (IBD). IL-22 is produced by T cells (Th1, Th17, Th22, Tc17, Tc22), γδ T cells, or innate lymphoid cells (ILCs) such as lymphotoxin tissue-inducer (LTi) cells and NK-like or ROR γt+ILCs [1]. In mice, Th17 cells are a major source of IL-22; however, in humans the link between these two cytokines is less pronounced, with IL-22 being produced in the absence of IL-17 by Th22 and Th1 cells [2]. The role of IL-22 in inflammation is influenced by the tissue microenvironment and interactions with other components of the immune system [3]. While the cellular source of IL-22 may differ depending on the model, the activation of the IL-22 pathway has shown benefit in both ulcerative colitis (UC) and Crohn’s disease (CD) in mice [4,5,6,7]. IL-22 is an IL-10 family cytokine that signals through Janus kinases and STAT molecules, primarily STAT3, through a heterodimeric receptor comprised of the epithelial-restricted IL22R alpha (IL22Rα) chain and the ubiquitously expressed IL10R beta (IL10Rβ) chain [8]. IL22Rα is limited to intestinal epithelial cells, hepatocytes, keratinocytes and other epithelial tissues [9]. IL-22 activates three major mitogen-activated protein kinase (MAPK) pathways [9,10,11,12,13], and IL-22-induced cell proliferation has been shown to be regulated by the phosphoinositide 3-kinase (PI3K)/protein Kinase B (akt)/mTOR (mammalian target of rapamycin) cascade in human keratinocytes and fibroblast-like synoviocytes [14].

The role of IL-22 in barrier function and defense is evident from animal models of epithelial repair and protection from pathogens. IL-22 has demonstrated efficacy in animal models such as *C. rodentium* infection [15], pneumonitis [16] and hepatitis [17], as well as the promotion of wound healing in diabetic *db/db* mice [18]. IL-22 has also been shown to be protective in colitis [19,20], including the DSS-induced colitis model using IL-22 or the stabilized IL-22Fc fusion protein UTTR1147A used in the experiments described here, and is under clinical development in IBD [21].

A hallmark of IL-22 function in animal studies is the production of antimicrobial proteins (AMP), including S100A7, S100A8, S100A9, β-defensin-2, β-defensin-3, Reg3β and Reg3γ from epithelial cells [22]. The available human IL-22 data include those from the treatment of a human colon cancer cell line, SW403, with IL-22, which induced the upregulation of *REG1A* and *S100A9* (anti-microbial genes related to those observed in the mouse), *SOCS3* (a common STAT3-driven gene), and *DMBT1* (deleted in malignant brain tumors 1) [23], an antibacterial pattern recognition and scavenger receptor also shown to be upregulated by IL-22 in the human HT-29 and DLD-1 cell lines [24]. AMPs protect mucosal surfaces by killing or inhibiting the growth of microbes, thus managing the interface between bacteria and the epithelial layer, supporting the idea that IL-22 links the adaptive immune response and innate immune mechanisms [25]. Moreover, the mRNA levels of *IL-22* and *DMBT1* were correlated in tissue biopsies from healthy subjects and showed enhanced expression in UC colonic biopsies [23]. In addition, several SNPs in *DMBT1* have been shown to be associated with CD susceptibility [24].

The safety profile of the IL-22Fc fusion protein UTTR1147A has been established in multiple species [26], and the pharmacology suggests translatability to clinical use in humans. The pharmacodynamic (PD) biomarkers used in preclinical studies were the serum Reg3β and SAA in rodents, and REG3A, LBP and SAA in cynomolgus monkeys. The clinical development of IL-22 in IBD and other diseases with epithelial injury will benefit from a thorough understanding of its effects in human target tissues. With this in mind, we sought to develop a gene expression signature that could be used in colonic tissue biopsies to support the clinical development of UTTR1147A in UC. As a PD biomarker, a gene signature would need to be highly sensitive to IL-22 stimulation, dose-dependent across a wide range of doses, able to differentiate IL-22 from the other inflammatory cytokines also present under disease conditions, and have available robust primer/probe sets for detection. These characteristics would allow the assessment of the relationship between the pharmacokinetics (PK) and PD at the site of action in the gut. Here, we used the IL-22 responsive HT-29 human intestinal cell line to identify an IL-22-inducible gene signature that could be used as a sensitive PD biomarker in gut mucosa for the clinical translation of UTTR1147A. 

## 2. Results

### 2.1. Characterizing HT-29 Cells 

In order to assess the human colon epithelial HT-29 cells for their ability to mimic the in vivo UTTR1147A responses observed in animal models [21], we first looked at their ability to activate the STAT3 pathway upon activation with UTTR1147A. Both IL-22 and IL-6 are known to induce the phosphorylation of STAT3 upon binding to their respective receptors; therefore, IL-6 treatment was used as a positive control for stimulation (Figure 1A). IL-6 stimulation demonstrated increased pSTAT3 levels, as expected. The pSTAT3 levels were also upregulated inHT-29 cells in a dose-dependent manner upon treatment with UTTR1147A, reaching the maximal effect at 30 µg/mL (Figure 1B).

### 2.2. Development of a Specific, Sensitive and Dose-Dependent IL-22 Responsive Gene Signature in HT-29 Cells 

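HT-29, a human colorectal adenocarcinoma line of epithelial origin, was grown for 5 days and then stimulated for 24 h in 6 groups of 3 biological replicate cultures. The design text of the deposited series speaks of RNA from whole blood, and the sample labels and the paper, which give HT-29 cells, were followed. The groups were media alone, IL-6 (25 ng/mL), IL-1β (100 ng/mL), IL-22Fc (UTTR1147A, a fusion protein of IL-22, 30 µg/mL), IL-22Fc with IL-1β, and IL-6 with IL-1β at the same concentrations. RNA from each culture was hybridised to a human genome expression array with 54675 probe sets, which gave 18 arrays. The authors processed the arrays by RMA, a method that corrects for background, normalizes the arrays by quantiles and combines the probes of each probe set, and the deposited intensities lie on a linear scale from 5.21 to 30942. Log2 of these intensities, called the log2 signal here, was used for every value. The lower quartile of the log2 signals lies at 4.20 to 4.30 in the arrays, and a rise from a value below it, near background, is a lower bound wherever it is printed. Among the probe sets that name 1 gene alone, the brightest over all arrays stood for its gene, which left 19775 genes. Fold changes come from 1 limma model over the 6 groups, and each adjusted p was corrected by Benjamini-Hochberg over these genes. The p-values measure the spread between 3 biological replicate cultures, and this number of arrays limits the precision of every value. Across genes, the log2 signals of arrays within a group correlated at a Pearson's r of 0.995 to 0.999, where genes are not independent replicates. The labels do not pair the cultures of different groups, so no paired test was made. The 23 gene lists named in the text were fixed before the data were examined. Several of them hold genes that the paper already reports from these arrays. Examples are CFI in complement, DMBT1 among antimicrobial genes, CASP1 among caspases and IL1R1 in the IL-1 family. The calls of such lists are therefore not fully independent evidence.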

In order to identify the gene expression changes following IL-22 stimulation, HT-29 cells were cultured with a maximal dose of UTTR1147A (30 µg/mL) for 24 h prior to RNA isolation, followed by microarray analysis, based on the timing of previous gene expression data in mouse colon ex vivo cultures [15]. 

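SOCS3, the feedback inhibitor of STAT3 signalling, had a log2 signal of 3.48 ± 0.07 in media and 8.92 ± 0.11 with IL-22Fc (SD, n = 3 arrays each). Since the media value lies below the lower quartile of every array, the log2 fold change of 5.44 ± 0.14 (SE, adjusted p = 9.37e-14) is a lower bound. SERPINA3, an acute phase protease inhibitor, rose by a log2 fold change of 4.49 ± 0.22 (adjusted p = 1.04e-10), and MUC1, a transmembrane mucin, by 4.09 ± 0.19 (adjusted p = 6.34e-11). The largest fall was in REG4, a lectin of the regenerating family, at a log2 fold change of -2.41 ± 0.14 (adjusted p = 1.36e-09). LGR5, a receptor of intestinal stem cells, fell from 8.63 ± 0.19 to 6.48 ± 0.35 (log2 fold change -2.15 ± 0.23, adjusted p = 2.75e-06), and the pore-forming claudin CLDN2 changed by -1.72 ± 0.16 (adjusted p = 5.35e-07). At 2-fold and an adjusted p under 0.05, 325 genes were higher and 63 were lower with IL-22Fc, 388 together. At 5-fold, 59 genes were higher and 1, REG4, was lower, and at any fold the counts were 2593 and 2989.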

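STAT3 target genes rose as a group with IL-22Fc, with 19 of 26 higher and 3 lower (20 and 3 adjusted over the list alone, camera adjusted p = 2.94e-11). STAT3 itself rose by a log2 fold change of 1.41 ± 0.07 (adjusted p = 6.34e-11). Of 15 complement genes, 10 were higher and 1 was lower (11 and 1 adjusted over the list alone, adjusted p = 3.78e-07), among them factor B (CFB, 3.38 ± 0.28) and C4BPA, a complement inhibitor (3.39 ± 0.14). Acute phase genes were higher in 9 of 19 cases (9 adjusted over the list alone, adjusted p = 4.51e-08), including LRG1, a secreted glycoprotein (2.06 ± 0.08). Of 13 genes of inflammatory caspases and the inflammasome 9 were higher and 1 lower (10 and 1 adjusted over the list alone, adjusted p = 1.24e-06). IL-1 family genes had 11 of 25 higher and 1 lower (12 and 1 adjusted over the list alone, adjusted p = 4.91e-06), and antimicrobial genes 11 of 28 higher and 1 lower (12 and 1 adjusted over the list alone, adjusted p = 1.24e-06). These 6 list calls hold at an adjusted p of at most 0.0228 when the correlation between members is estimated from the data in place of a preset 0.01. Barrier genes went both ways. The list of tight and adherens junction genes also holds gap junction and desmosome genes, such as GJA1 and DSP. In this list 11 of 27 were higher and 4 lower (12 and 4 adjusted over the list alone, adjusted p = 0.00588, and 0.0228 with an estimated correlation). Of 20 mucin and goblet cell genes 8 were higher, such as MUC5B, a gel-forming mucin (2.38 ± 0.19), and 3 were lower (8 and 4 adjusted over the list alone, adjusted p = 0.0406, and 0.166 with an estimated correlation). The ACTB control's 3′ minus 5′ log2 signal, a sign of RNA quality, was 2.00 ± 0.13 with IL-22Fc and 1.63 ± 0.10 in media (SD, n = 3, exact two-sided permutation test p = 0.1, the smallest that 3 arrays against 3 allow). That of the GAPDH control was 0.44 ± 0.02 with IL-22Fc and 0.45 ± 0.05 in media (p = 0.7 by the same permutation test).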

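All 28 cell proliferation genes were lower with IL-22Fc than in media (28 adjusted over the list alone), with a median log2 fold change of -0.61. They include MKI67, the Ki-67 antigen of dividing cells (-0.66 ± 0.10, adjusted p = 1.34e-04), and MCM2, a subunit of the replicative helicase (-0.76 ± 0.13, adjusted p = 2.50e-04). Camera gave the list an adjusted p of 5.88e-16, and the adjusted p = 0.0843 with an estimated correlation. The estimated correlation of this list, 0.6845, is the same in every comparison and so is not specific to these groups. The list's mean lay between 11.18 and 11.20 in media and between 10.59 and 10.62 with IL-22Fc on the log2 scale. Its SD was 0.01 in media, 0.02 with IL-22Fc and 0.30 with IL-22Fc and IL-1β (n = 3 each). All 14 MHC class I presentation genes measured were higher (14 adjusted over the list alone, median 1.26), among them the peptide transporter TAP1 (2.10 ± 0.34, adjusted p = 1.75e-04) and the immunoproteasome subunit PSMB9 (2.74 ± 0.40, adjusted p = 7.84e-05). Of 27 type I interferon-stimulated genes 24 were higher (27 adjusted over the list alone, median 1.11), including RSAD2, an antiviral enzyme (2.64 ± 0.42, adjusted p = 1.66e-04). For both lists the camera call (adjusted p = 2.52e-11 and 5.08e-10) is lost when the correlation is estimated, at adjusted p = 0.0779 and adjusted p = 0.229 with an estimated correlation. The mean of the interferon-stimulated genes varied within the media group, from 10.18 to 11.36 on the log2 scale, against 11.73 to 12.31 with IL-22Fc. Unfolded protein response genes were higher in 12 of 20 cases and lower in 1 (12 and 1 adjusted over the list alone, adjusted p = 5.08e-05, and adjusted p = 0.0779 with an estimated correlation).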

Three hundred and sixty-six genes were found to be induced ≥2.0-fold in HT-29 cells treated with UTTR1147A with an adjusted *p*-value < 0.05, while 84 genes were repressed >2.0-fold. In order to focus on genes that were specific for IL-22, rather than genes activated via other STAT3-dependent pathways, such as IL-6, we compared the IL-22 gene signature to the set of genes upregulated by IL-6. 

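IL-6 raised SOCS3 to 5.80 ± 0.07 (SD, n = 3; log2 fold change v. media 2.32 ± 0.14, adjusted p = 9.40e-08), and SERPINA3 by a log2 fold change of 2.25 ± 0.22 (adjusted p = 1.01e-05). STAT3 rose with IL-6 by 0.60 ± 0.07 (adjusted p = 3.69e-05). In the comparison of IL-6 with media, 4 of 26 STAT3 target genes were higher (10 adjusted over the list alone, camera adjusted p = 4.63e-08), as were 5 of 15 complement genes (5 adjusted over the list alone, adjusted p = 1.92e-07) and 4 of 19 acute phase genes (7 adjusted over the list alone, adjusted p = 2.29e-09). At 2-fold, limma called 27 genes higher with IL-6 and 0 lower, and 0 were lower at an unadjusted p under 0.05 as well. At any fold, 116 genes were higher and 7 lower, against 749 lower at an unadjusted p under 0.05. IL-22Fc exceeded IL-6 at 2-fold in 148 genes and lay below it in 26. Against IL-6, 18 of 26 STAT3 target genes were higher with IL-22Fc and 3 lower (18 and 3 adjusted over the list alone, adjusted p = 4.96e-13), and IL-1 family genes were higher in 9 of 25 cases (9 adjusted over the list alone, adjusted p = 8.07e-06). These list calls hold with an estimated correlation, the weakest at adjusted p = 0.0237. Proliferation genes were lower than with IL-6 in 23 of 28 cases (27 adjusted over the list alone, adjusted p = 4.53e-14, and adjusted p = 0.120 with an estimated correlation). The ACTB 3′ minus 5′ signal with IL-6 was 1.86 ± 0.08 (SD, n = 3). With the mean of all probe sets of each gene, 17 genes in place of 27 were higher with IL-6, and 15 in place of 26 were lower with IL-22Fc than with IL-6.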

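SERPINB4, a serine and cysteine protease inhibitor of squamous epithelia, exceeded its level with IL-6 by a log2 fold change of 3.58 ± 0.21 (SE, adjusted p = 6.43e-09), the largest such difference. CFI, the protease that inactivates complement C3b, was higher by 3.16 ± 0.11 (adjusted p = 1.85e-11) and SOCS3 by 3.12 ± 0.14 (adjusted p = 6.23e-10). DMBT1, a mucosal glycoprotein that binds bacteria, had a log2 signal of 10.31 ± 0.35 with IL-22Fc and 7.40 ± 0.13 with IL-6 (SD, n = 3 each; log2 fold change 2.91 ± 0.19, adjusted p = 1.91e-08). IL18BP, the secreted inhibitor of IL-18, had 9.22 ± 0.39 and 6.51 ± 0.13 (2.71 ± 0.21, adjusted p = 1.34e-07). GJA1, the gap junction protein connexin, differed by 2.54 ± 0.19 (adjusted p = 7.02e-08). With IL1R1, SERPINB3, SNCAIP, CASP1 and CARD16, these make 11 genes that were at least 5-fold higher with IL-22Fc than with IL-6. MUC1 fell short of that fold, at 2.22 ± 0.19 (adjusted p = 3.78e-07). The probe set used for MUC4 differed by -0.09 ± 0.09 (adjusted p = 0.632), while the MUC4 probe set with the largest interquartile range differed by 2.84. SERPINB3 and SERPINB4, and CASP1 and CARD16, are near-identical pairs whose shared probe sets were left out. The count of 11 became 6 with the mean of all probe sets of each gene and 6 with the dimmer genes left out.

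**Figure D1:**
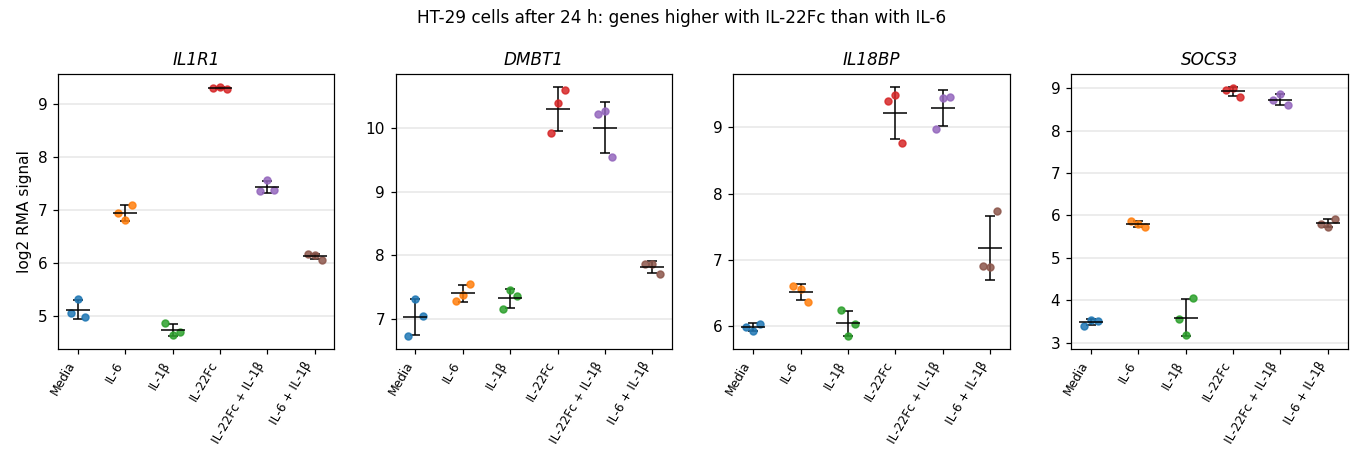
Log2 RMA signal of IL1R1, DMBT1, IL18BP and SOCS3 in HT-29 cells of the 6 groups, with a dot for each array and a bar for the mean ± SD of 3 arrays; the axes do not start at 0. SOCS3 has a mean of 8.92 with IL-22Fc, 5.80 with IL-6 and 3.48 in media.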

Thirteen genes were upregulated at least 5.0-fold greater with IL-22 compared to IL-6, and these included *IL1R1*, *DMBT1* and *IL18BP* (Figure 2A). Another sixty-eight genes with greater IL-22 specificity were defined as the union of genes that were at least 1.5-fold upregulated by UTTR1147A, less than 1.2-fold upregulated by IL-6, and had at least a 1.5-fold difference between UTTR1147A and IL-6 (Figure 2B). 

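FRMD6, a FERM domain protein, rose by a log2 fold change of 1.44 ± 0.13 (SE, adjusted p = 4.89e-07) with IL-22Fc against media and was at 0.29 ± 0.13 (adjusted p = 0.418) with IL-6. MB, the oxygen-binding protein myoglobin, rose by 1.62 ± 0.17 (adjusted p = 1.51e-06) with IL-22Fc and was at 0.41 ± 0.17 (adjusted p = 0.358) with IL-6. ITPR1, a calcium release channel, had 1.31 ± 0.11 (adjusted p = 2.11e-07) and 0.35 ± 0.11 (adjusted p = 0.238), and TNFRSF11B, a decoy receptor for RANKL, had 1.11 ± 0.16 (adjusted p = 5.05e-05) and 0.14 ± 0.16 (adjusted p = 0.767). The difference between the cytokines was 1.15 ± 0.13 for FRMD6, 1.21 ± 0.17 for MB, 0.96 ± 0.11 for ITPR1 and 0.97 ± 0.16 for TNFRSF11B. These are among 210 genes that were at least 1.5-fold higher at a false discovery rate of at most 0.001 with IL-22Fc than with media, IL-6 and IL-1β, and that were not 1.2-fold higher at a rate of at most 0.2 in at least 1 of IL-6, IL-1β and IL-6 with IL-1β against media, as the methods join these conditions. The count was 57 when all 3 of the last conditions had to hold and 122 with the condition on IL-6 alone. It was 142 with the fold thresholds alone and 138 when the model held only the groups compared.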

*IL1R1* was upregulated by UTTR1174A compared to IL-6 (Figure 2A). Therefore, IL-1 may impact the gene expression pattern of IL-22, because *IL-1α* and *IL-1β* are upregulated in IBD [27]. 

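IL1R1, the receptor through which IL-1α and IL-1β signal, had a log2 signal of 9.30 ± 0.02 with IL-22Fc and 6.95 ± 0.15 with IL-6 (SD, n = 3 arrays each). The log2 fold change between the cytokines was 2.35 ± 0.09 (SE, adjusted p = 5.65e-11), and every array with IL-22Fc lay above every array with IL-6. IL-6 itself raised IL1R1 over media by 1.82 ± 0.09 (adjusted p = 1.01e-08). Of the other ligands and receptors of the family, IL1B rose with IL-22Fc against media by 1.10 ± 0.15 (adjusted p = 3.91e-05), and IL1A, the other IL1R1 agonist, was at 0.33 ± 0.15 (adjusted p = 0.112).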

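S100A7, the antimicrobial psoriasin, had a log2 signal of 4.23 ± 0.15 with IL-22Fc and 10.59 ± 0.43 with IL-22Fc and IL-1β (SD, n = 3 each). Its response to IL-22Fc was 0.22 ± 0.19 (SE, adjusted p = 0.416) against media and 6.38 ± 0.19 (adjusted p = 1.49e-13) against IL-1β, an interaction of 6.16 ± 0.26 on the log2 scale (adjusted p = 1.56e-10). SLC26A4, the anion exchanger pendrin, had an interaction of 6.95 ± 0.27 (adjusted p = 1.56e-10), and C3, the central complement protein, one of 3.66 ± 0.16 (adjusted p = 1.56e-10). The signals of S100A7 and SLC26A4 in media, with IL-22Fc and with IL-1β lie within or below the lower quartiles of the arrays, so their rise with both cytokines is a lower bound and the size of their interaction is not exact. LGR5 fell with IL-22Fc alone and was at 0.30 ± 0.23 (adjusted p = 0.347) with IL-22Fc against IL-1β, an interaction of 2.45 ± 0.33 (adjusted p = 1.66e-04). FABP1, the fatty acid binding protein of enterocytes, rose by 1.10 ± 0.26 (adjusted p = 0.00440) without IL-1β and changed by -1.08 ± 0.26 (adjusted p = 0.00367) with it, an interaction of -2.18 ± 0.37 (adjusted p = 0.00157). The interaction was above 0 in 109 genes and below 0 in 60 at 2-fold, and in 420 and 507 genes at any fold. The 109 genes became 63 with the dimmer genes left out, and the 60 became 32 with the mean of all probe sets of each gene. From the rise of IL1R1 with IL-22Fc and the upregulation of IL-1 in IBD, the paper proposes that IL-1 may act on the expression pattern of IL-22. It concludes that the signature was altered from repeating the array experiment with IL-1β. The paper also reports dose-response qPCR with and without IL-1β, and ELISA of REG3A and SAA.

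**Figure D2:**
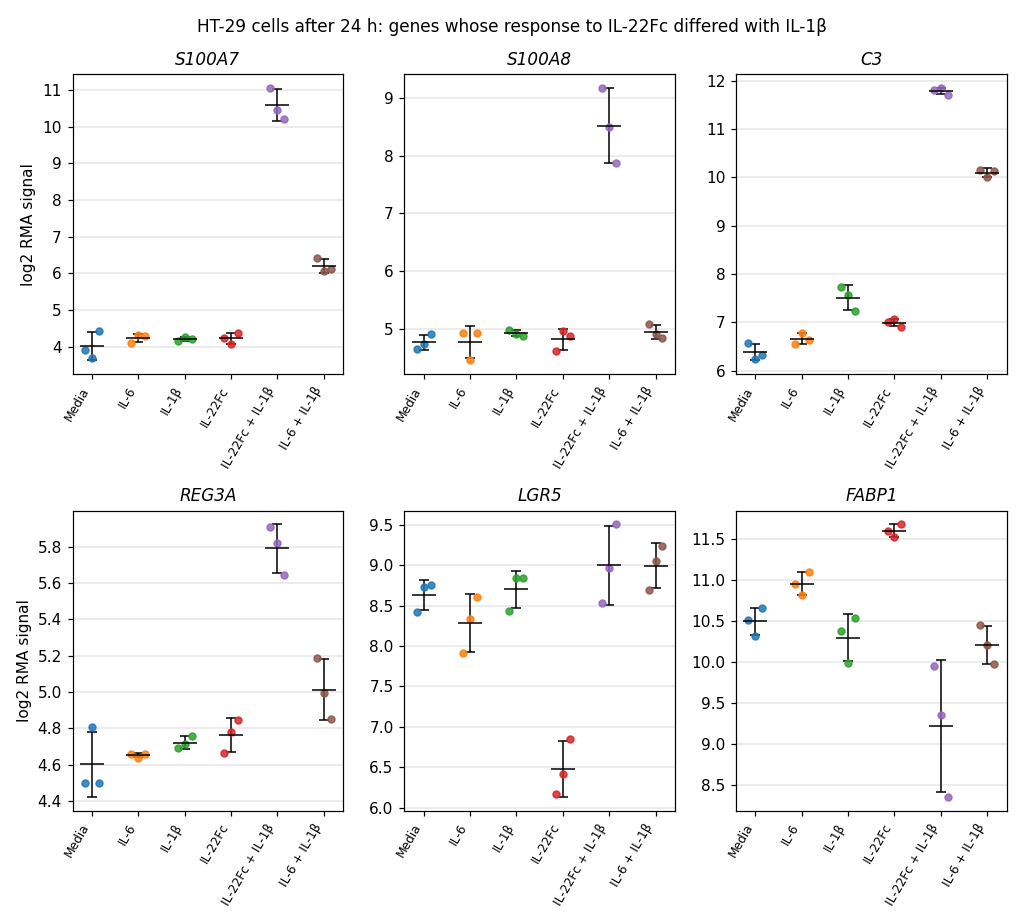
Log2 RMA signal of S100A7, S100A8, C3, REG3A, LGR5 and FABP1 in HT-29 cells of the 6 groups, with a dot for each array and a bar for the mean ± SD of 3 arrays; the axes do not start at 0. The mean of S100A7 is 4.01 in media, 4.23 with IL-22Fc and 10.59 with IL-22Fc and IL-1β.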

We could demonstrate that the UTTR1174A signature was altered in the presence of IL-1β (Figure 3A) by repeating the same microarray experiment using the co-culture of HT-29 cells with UTTR1147A and IL-1β. The assessment of the genes that are upregulated by UTTR1147A alone or in combination with IL-1β allows the identification of the genes of which the IL-22-dependent expression may be increased in the setting of inflammation. 

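DUOX2 and DUOXA2, the epithelial hydrogen peroxide producing oxidase and its maturation factor, rose by log2 fold changes of 5.20 ± 0.24 (SE, adjusted p = 3.01e-11) and 5.23 ± 0.13 (adjusted p = 4.23e-14) with IL-22Fc and IL-1β against IL-1β alone. C3 rose to 11.78 ± 0.07 (SD, n = 3) from 7.52 ± 0.26 with IL-1β (4.27 ± 0.11, adjusted p = 4.23e-14), and SERPINB4 rose by 8.22 ± 0.21 (adjusted p = 4.23e-14). The largest fall was in AKAP7, an anchoring protein of protein kinase A (-3.71 ± 0.26, adjusted p = 7.67e-09). In this comparison 12 of 15 complement genes were higher and 2 lower (12 and 2 adjusted over the list alone, camera adjusted p = 5.40e-09), 13 of 19 acute phase genes were higher (13 adjusted over the list alone, adjusted p = 1.31e-09) and 15 of 28 antimicrobial genes were higher and 1 lower (16 and 1 adjusted over the list alone, adjusted p = 1.77e-09). NF-kB target genes were higher in 17 of 22 cases and lower in 1 (18 and 1 adjusted over the list alone, adjusted p = 3.96e-10). These 4 list calls hold with an estimated correlation, the weakest at adjusted p = 0.00996. All 28 proliferation genes were lower (28 adjusted over the list alone, median -0.94; adjusted p = 4.41e-19, and adjusted p = 0.0740 with an estimated correlation), while the median of the interferon-stimulated genes was 0.15 (adjusted p = 0.543) and lay between -0.08 and 0.40 with each array left out. The mean of the proliferation genes lay between 10.04 and 10.60 within the combination, and their median was -1.07 without the array that stands apart in the residuals. IL-22Fc with IL-1β differed at 2-fold from IL-1β alone in 358 genes that were higher and 270 that were lower, and from media in 502 and 412. The ACTB 3′ minus 5′ signal of the combination was 2.00 ± 0.09 (SD, n = 3). With the mean of all probe sets of each gene, the 270 became 171 and the 412 became 260.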

With the combination of UTTR1147A and IL-1β, 58 genes were upregulated ≥1.5-fold. 

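PARM1, a mucin-like membrane protein, changed by a log2 fold change of -0.90 ± 0.11 (SE, adjusted p = 9.34e-06) with IL-22Fc alone and rose by 1.85 ± 0.11 (adjusted p = 7.76e-10) with IL-22Fc and IL-1β against IL-1β, an interaction of 2.75 ± 0.15 (adjusted p = 3.91e-09). SLC23A2, a vitamin C transporter, was at -0.17 ± 0.08 (adjusted p = 0.140) without and 1.64 ± 0.08 (adjusted p = 1.35e-10) with IL-1β. Against IL-6 with IL-1β, the combination was higher by 1.58 ± 0.11 (adjusted p = 2.17e-08) in PARM1, by 1.55 ± 0.08 (adjusted p = 1.88e-09) in SLC23A2 and by 1.42 ± 0.11 (adjusted p = 1.16e-07) in ORM1, an acute phase plasma protein. These 3 are among 300 genes that were at least 1.5-fold higher with IL-22Fc and IL-1β than with media, IL-1β, and IL-6 with IL-1β, and that met at least 1 of the conditions on IL-6 and IL-1β as the methods give them. In all, 157 genes were 2-fold higher and 70 lower with IL-22Fc and IL-1β than with IL-6 and IL-1β. The count of 300 was 53 when all conditions had to hold, 65 with the condition on IL-6 and IL-1β together alone, 69 with the fold thresholds alone and 108 when the model held only the groups compared. The 70 became 165 without the IL-22Fc and IL-1β array with the largest share of the residual spread, 141 with arrays weighted by their spread and 45 with the mean of all probe sets.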

The genes that were at least 1.5-fold upregulated by UTTR1147A + IL-1β, <1.2-fold upregulated by IL-6 + IL-1β, and had at least a 1.5-fold difference between UTTR1147A + IL-1β and IL-6+ IL-1β were selected for further study as a potential PD gene signature (Figure 3B). 

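CD14, the coreceptor for bacterial lipopolysaccharide, rose by a log2 fold change of 0.74 ± 0.11 (SE, adjusted p = 8.23e-05) with IL-22Fc against media and by 1.84 ± 0.11 (adjusted p = 1.01e-09) in the presence of IL-1β. HS6ST1, a heparan sulfate sulfotransferase, rose by 1.22 ± 0.07 (adjusted p = 1.48e-09) and 1.28 ± 0.07 (adjusted p = 3.96e-10), and SPRY1, an inhibitor of growth factor signalling, by 0.75 ± 0.07 (adjusted p = 3.43e-07) and 0.86 ± 0.07 (adjusted p = 3.35e-08). SLC52A3, a riboflavin transporter, rose by 0.83 ± 0.08 (adjusted p = 5.33e-07) and 1.20 ± 0.08 (adjusted p = 3.03e-09). The interaction with IL-1β was 1.09 ± 0.16 (adjusted p = 2.90e-04) in CD14 and did not pass the test in HS6ST1 (0.06 ± 0.10, adjusted p = 0.869), SPRY1 (0.11 ± 0.10, adjusted p = 0.673) or SLC52A3 (0.37 ± 0.11, adjusted p = 0.0721). All 4 met the criteria both without and with IL-1β, as did 108 genes in all. The 108 became 9 when all 3 conditions on IL-6 and IL-1β had to hold. A further reading kept 1 condition in each selection, on IL-6 without IL-1β and on IL-6 and IL-1β together with IL-1β. It also gave 9. The count was 10 with the fold thresholds alone and 32 when the model held only the groups compared.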

Twelve genes appeared in both groups (with or without IL-1β). This curated set of 117 genes was further assessed for potential clinical translation using gene expression data from human colon biopsies comparing inflamed to uninflamed tissue, as determined by the endoscopist [28]. 

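RASGRP1, an activator of Ras, was at a log2 fold change of -0.04 ± 0.15 (SE, adjusted p = 0.872) with IL-22Fc alone and rose by 1.26 ± 0.15 (adjusted p = 4.79e-06) with IL-1β present. RNF186, a ubiquitin ligase of colon epithelium, was at 0.27 ± 0.11 (adjusted p = 0.0618) and 1.30 ± 0.11 (adjusted p = 4.66e-08), and both genes met the criteria with IL-1β. IL18, a cytokine of the IL-1 family, rose by 0.90 ± 0.11 (adjusted p = 1.54e-05) with IL-22Fc alone and changed by -0.33 ± 0.11 (adjusted p = 0.0324) with IL-1β present, and met the criteria without IL-1β. Either set of criteria was met by 402 genes, and 407 genes were in these or at least 5-fold higher than with IL-6. The 402 became 101 when all 3 conditions on IL-6 and IL-1β had to hold. They became 178 with 1 condition in each selection, on IL-6 without IL-1β and on IL-6 and IL-1β together with IL-1β. The count was 201 with the fold thresholds alone and 214 when the model held only the groups compared.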

Genes that are already highly upregulated in inflamed tissue may not yield a dynamic range that would enable further upregulation by UTTR1147A to be observed; 30 genes were removed for this reason. 

Seventy-eight genes from this curated gene set had available robust primer/probe sets and were re-assessed by qPCR (Table 1). 

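Of the 79 genes of Table 1 that carry no mark of having been added, called curated here, 73 could be matched by symbol, or by a synonym of only 1 gene, to a probe set naming that gene alone, and because the study chose them on these arrays, their direction is not independent evidence. With IL-22Fc against media 43 of the 73 were at least 1.5-fold higher at an adjusted p under 0.05, and with IL-22Fc and IL-1β against IL-1β 40 were. Either held for 63 genes, both for 20 and neither for 10. CHI3L2, a chitinase-like protein, was at a log2 fold change of -0.02 ± 0.19 (SE, adjusted p = 0.956) without and rose by 1.34 ± 0.19 (adjusted p = 3.39e-05) with IL-1β. NXPE1, a neurexophilin family member, rose by 1.37 ± 0.13 (adjusted p = 3.96e-07) and by 0.65 ± 0.13 (adjusted p = 5.13e-04), with an interaction of -0.71 ± 0.18 (adjusted p = 0.0253). TTC39A rose by 1.09 ± 0.10 (adjusted p = 5.80e-07) and 1.21 ± 0.10 (adjusted p = 8.18e-08). CIITA, the master regulator of MHC class II genes, was at 0.21 ± 0.08 (adjusted p = 0.0670) and 0.21 ± 0.08 (adjusted p = 0.0492). The interaction with IL-1β was above 0 in 21 of the 73 genes, below 0 in 17 and not called in 35. IL-6 against media raised 1 of the 73, IL1R1, at 1.5-fold. Of the 66 curated genes in bold with a value, 59 were 1.5-fold higher in at least 1 of the comparisons with IL-22Fc. NUMA1, a mitotic spindle protein, had -0.10 ± 0.07 (adjusted p = 0.314) with IL-22Fc in the probe set used and 1.30 in the probe set with the largest interquartile range.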

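IL22RA1, the signalling chain of the IL-22 receptor, had a log2 signal of 9.39 ± 0.05 in media and 9.50 ± 0.10 with IL-22Fc (SD, n = 3 each; log2 fold change 0.10 ± 0.09, SE, adjusted p = 0.417). IL22RA2, the soluble decoy receptor, was dim at 3.56 ± 0.25 and 3.34 ± 0.11 (-0.22 ± 0.12, adjusted p = 0.175). SBNO2, a STAT3 target, was at 0.32 ± 0.08 (adjusted p = 0.0986) with IL-6 and rose by 1.34 ± 0.08 (adjusted p = 1.70e-09) with IL-22Fc. Of 14 genes of the IL-22 and IL-6 receptors and the JAK-STAT pathway, 5 were higher and 1 lower with IL-22Fc (5 and 2 adjusted over the list alone, camera adjusted p = 0.0406, and adjusted p = 0.0779 with an estimated correlation). Among them JAK2, a kinase bound to cytokine receptors, rose by 1.02 ± 0.17 (adjusted p = 2.67e-04) and IL6ST, the gp130 chain shared by IL-6 family receptors, by 0.93 ± 0.07 (adjusted p = 3.46e-08). EPCAM, an epithelial adhesion molecule, was at 0.05 ± 0.06 (adjusted p = 0.592), and REG3G, an antimicrobial lectin, at 0.10 ± 0.08 (adjusted p = 0.439). The probe sets of BCL3 and SAA2 name more than 1 gene, so these genes have no value here.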

An additional eight genes that did not meet the criteria above (enhanced gene expression with IL-22Fc vs IL-6, in the presence or absence of IL-1β) were added back into the qPCR assessment, because they had been shown to have in vivo biological significance with IL-22 treatment or were important in the IL-22 pathway (e.g., *IL22R1* and *IL22RA2*), along with two IL-6-responsive genes (*SBNO2*, *BCL3*) as controls (Table 1) [22,23,29,30]; qPCR confirmation using the same RNA samples as the microarray showed 69/78 genes with an upregulation (> 1.5 FC) by UTTR1147A ± IL-1β. Additional qPCR using the RNA from HT-29 cells treated with multiple doses of UTTR1147A ± IL-1β revealed 38 genes, including IL1R1, which showed dose-dependent induction. (Figure 4). The dose–response curves demonstrated that many of the genes were sensitive to very low levels of UTTR1147A, with 85 detectable at 300 ng/mL, 80 at only 30 ng/mL, and 39 with detectable gene expression with as little as 3 ng/mL IL-22Fc stimulation in the absence (Figure 4A) or presence (Figure 4B) of IL-1β. 

### 2.3. HT-29 Cell Secretion of Antimicrobial Peptides REG3A and SAA Confirms the IL-22/IL-1 Gene Expression Pattern 

In order to understand whether the IL-22 gene expression data translated to changes at the protein level, we assessed the secretion of REG3A and SAA proteins (used as secreted PD biomarkers in preclinical studies) by HT-29 cells following IL-22Fc stimulation in the presence or absence of IL-1β (Figure 5). REG3A and SAA proteins were produced only when UTTR1147A was used in combination with IL-1β, as is consistent with IL-22 alone and the IL-22+IL-1β gene signatures (Figure 5A,B). Additionally, the increases in the secreted proteins were dose dependent, similar to the gene expression, and sensitive, with REG3A and SAA being produced at doses as low as 100 ng/mL of UTTR1147A, but only in the presence of IL-1β (Figure 5C,D). 

## 3. Discussion

IL-22 is of interest as a therapeutic target due to its role in epithelial protection, barrier function and repair. The IL-22 IgG fusion protein, UTR1147A, is currently in clinical development for diseases with epithelial injuries such as IBD. In addition to the assessment of the nonclinical safety and pre-clinical and translational pharmacology [21,26] of UTR1147A, we describe the identification of a sensitive gene signature in a human intestinal epithelial cell line. For a gene signature to act as a clinically translatable biomarker, it must be in an accessible tissue, highly sensitive to low doses of drug, able to differentiate IL-22 from the inflammatory cytokines also present under disease conditions, and dose-dependent across a range of concentrations. Human intestinal epithelium is an attractive target for biomarker assessment in IBD because it is obtained through biopsies that can be taken during routine endoscopies performed for patient monitoring and efficacy measures. Here, an intestinal epithelial cell line was used to identify an IL-22-induced gene expression signature which might be used as a PD biomarker in human mucosal biopsies from IBD patients treated with UTR1147A. 

In order to generate a specific gene signature, we evaluated the expression of genes following UTR1147A stimulation and filtered out genes that were also highly upregulated by IL-6 (i.e., STAT3-dependent but not IL-22 specific). This approach was selected to deconvolute the contribution of IL-22 as a therapeutic from those of general inflammation signals mediated through pSTAT3. 

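The 27 genes that IL-6 raised at 2-fold all rose with IL-22Fc too, and in all 27 IL-22Fc exceeded IL-6 at an adjusted p under 0.05. Their median log2 fold change was 1.30 with IL-6 and 3.30 with IL-22Fc. SERPINA3, SOCS3 and STAT3 rose with both cytokines, while IL18BP, at 0.53 ± 0.21 (SE, adjusted p = 0.352) with IL-6, and DMBT1, at 0.37 ± 0.19 (adjusted p = 0.463), did not pass the test with IL-6. At any fold, 110 of the 116 genes higher with IL-6 were also higher with IL-22Fc, where independent lists would share 15.2. Both comparisons use the same 3 media arrays, so part of this excess may come from them. Across genes, which are not independent replicates, the log2 fold changes of the cytokines correlated at a Pearson's r of 0.818, against a mean of 0.50 in 100 simulations of unchanged groups that share the media arrays, and their covariance was 0.0441, against a mean of 0.0055. At 2-fold, limma called 0 genes lower in both, and 0 were lower with IL-6 at an unadjusted p under 0.05.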

We were able to identify genes enriched for IL-22 response compared to IL-6, albeit not completely exclusive to IL-22, given the close overlap in the genes induced given the cytokines’ shared STAT3 signaling pathway (Figure 2A). 

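IL1R1 had a log2 signal of 5.12 ± 0.18 in media (SD, n = 3) and rose with IL-22Fc by a log2 fold change of 4.17 ± 0.09 (SE, adjusted p = 1.33e-14). IL-1β alone left it at 4.74 ± 0.11 (-0.38 ± 0.09, adjusted p = 0.0516). With both cytokines it was 7.43 ± 0.12, which is 2.69 ± 0.09 (adjusted p = 6.37e-13) against IL-1β and -1.86 ± 0.09 (adjusted p = 1.21e-10) against IL-22Fc. The interaction was -1.48 ± 0.13 (adjusted p = 1.47e-06), so the rise was smaller in the presence of IL-1β. A dimmer IL1R1 probe set changed by 0.19 with IL-22Fc.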

The upregulation of IL1R1 by IL-22 in the HT-29 cells was identified in the initial experiments and further explored for its potential to alter the gene expression patterns in the target cells. Previously, HT-29 cells were shown to produce significantly increased levels of CXCL8 protein in the presence of IL-22 and TNF-α or IL-1β compared to those with TNF-α or IL-1β alone [38], where the authors suggest that the angiogenesis-enhancing capacity of CXCL8 may contribute to the role of IL-22 in wound-healing responses. 

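MHC class II genes rose when IL-22Fc was added to IL-1β, with 11 of 13 higher than with IL-1β alone (12 adjusted over the list alone, camera adjusted p = 2.07e-07, and 0.00191 with an estimated correlation), against 3 higher with IL-22Fc against media (2 adjusted over the list alone, adjusted p = 0.0394, and adjusted p = 0.0779 with an estimated correlation). The interaction was above 0 in 6 of them (6 adjusted over the list alone, adjusted p = 2.18e-09), including CD74, the invariant chain (1.51 ± 0.25, SE, adjusted p = 0.00124), HLA-DRA (1.39 ± 0.18, adjusted p = 9.90e-05) and HLA-DMA, which loads peptides (1.06 ± 0.10, adjusted p = 3.74e-06). NF-kB target genes had an interaction above 0 in 9 of 22 cases and below 0 in 1 (13 and 1 adjusted over the list alone, adjusted p = 1.41e-09), such as PTGS2, the inducible cyclooxygenase (2.11 ± 0.19, adjusted p = 1.49e-06). Unfolded protein response genes had 6 of 20 above 0 (8 above and 1 below 0 adjusted over the list alone, adjusted p = 9.76e-09), among them the stress-induced factor ATF3 (1.20 ± 0.21, adjusted p = 0.00169). Enterocyte markers went the other way, with 6 of 26 below 0 (7 adjusted over the list alone, adjusted p = 0.00195), including the brush border peptidase ANPEP (-1.48 ± 0.19, adjusted p = 1.06e-04). These 4 interaction calls hold with an estimated correlation, the weakest at adjusted p = 0.0451. Interferon-stimulated genes had 2 of 27 below 0 (16 adjusted over the list alone, median -1.07; adjusted p = 1.57e-10, and adjusted p = 0.301 with an estimated correlation). CXCL8, a neutrophil chemokine, rose by 4.41 ± 0.20 (adjusted p = 1.78e-10) with IL-1β, by 1.07 ± 0.20 (adjusted p = 7.07e-04) with IL-22Fc and by 1.88 ± 0.20 (adjusted p = 1.14e-06) when IL-22Fc was added to IL-1β, an interaction of 0.81 ± 0.28 (adjusted p = 0.136) that did not pass the test. The ACTB 3′ minus 5′ signal with IL-1β alone was 1.76 ± 0.15 (SD, n = 3). Stem cell and Wnt target genes had 2 of 15 above 0 (3 above and 1 below 0 adjusted over the list alone, adjusted p = 0.0150, and adjusted p = 0.136 with an estimated correlation), LGR5 and PROM1 (1.46 ± 0.08, adjusted p = 3.91e-09).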

In the current study, the combination of IL-22 and IL-1β generated an altered gene expression pattern compared to IL-22 in the absence of IL-1β (Figure 3). *DMBT1* was identified as a characteristic IL-22-responsive gene in a prior study, and here it was not differentially expressed in the presence or absence of IL-1β, confirming the previous mouse and in vitro human studies [23,39]. However, the pattern observed in the presence of IL-1β was most similar to the ex vivo signatures identified in mice [15], and included the upregulation of anti-microbial peptides such as REG3A and SAA, a hallmark of IL-22 function. 

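DMBT1 rose from 7.03 ± 0.29 in media (SD, n = 3) by a log2 fold change of 3.28 ± 0.19 (SE, adjusted p = 1.28e-09) with IL-22Fc, and from 7.32 ± 0.15 with IL-1β by 2.69 ± 0.19 (adjusted p = 7.52e-09) with both. The difference between IL-22Fc with and without IL-1β was -0.29 ± 0.19 (adjusted p = 0.321), and the interaction was -0.59 ± 0.27 (adjusted p = 0.289). Neither passed the test, which does not show that DMBT1 was equal in both groups.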

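REG3A, a secreted antimicrobial lectin, had a log2 signal of 4.60 ± 0.18 in media, 4.76 ± 0.09 with IL-22Fc and 5.79 ± 0.13 with IL-22Fc and IL-1β (SD, n = 3 each). It was at 0.16 ± 0.09 (SE, adjusted p = 0.228) with IL-22Fc alone and rose by 1.07 ± 0.09 (adjusted p = 1.25e-07) in the presence of IL-1β, an interaction of 0.91 ± 0.13 (adjusted p = 3.91e-04). S100A8 and S100A9, the subunits of calprotectin, rose by 3.58 ± 0.22 (adjusted p = 1.18e-09) and 3.67 ± 0.16 (adjusted p = 1.19e-11) in the presence of IL-1β, against 0.05 ± 0.22 (adjusted p = 0.899) and 0.68 ± 0.16 (adjusted p = 0.00338) without it. Their interactions were 3.53 ± 0.31 (adjusted p = 1.32e-06) and 2.99 ± 0.22 (adjusted p = 1.45e-07). Antimicrobial genes had an interaction above 0 in 8 of 28 cases and below 0 in 2 (8 and 2 adjusted over the list alone, camera adjusted p = 2.26e-04, and adjusted p = 0.0823 with an estimated correlation). PI3, the antimicrobial elafin, rose with IL-1β alone by 5.04 ± 0.08 (adjusted p = 6.28e-17) and had an interaction of -1.37 ± 0.11 (adjusted p = 7.60e-07). A dimmer REG3A probe set was at -0.06 (adjusted p = 0.672) with IL-22Fc and IL-1β against IL-1β.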

The differentiation of Th17 cells via IL-23 or IL-6 is dependent on the presence of IL-1β [40], and IL-1β is also involved in the differentiation of innate T cells and ILCs to IL-22-producing subsets [2]. Therefore, IL-1β is likely to be present in the inflammatory milieu where these cells develop, and may modulate the gene expression response to IL-22 when present. This may suggest that the differential pattern of expression in the presence of IL-1β is relevant in primary epithelium, and that a successful PD biomarker gene signature in the gut should take genes upregulated by IL-22 in the presence or absence of IL-1β into account. Several genes identified from the IL-22 signature, either in the presence or absence of IL-1β, demonstrated high sensitivity to UTTR1147A at low doses and were dose-responsive across a broad range of doses, suggesting that the signature may be useful as a clinically translatable PD biomarker (Figure 4).

Interestingly, some genes upregulated by UTTR1147A in HT-29 human epithelial cells have been reported as having a genetic association to IBD. For example, *Lynx1*, which encodes a member of the Ly-6/neurotoxin gene family, has been shown to be upregulated by IL-22 in murine colons [41]. 

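LYNX1, a member of the Ly-6 family, had a log2 signal of 6.54 ± 0.07 in media (SD, n = 3) and rose with IL-22Fc by a log2 fold change of 1.34 ± 0.11 (SE, adjusted p = 1.51e-07). With IL-1β present its rise was 0.53 ± 0.11 (adjusted p = 0.00148), an interaction of -0.82 ± 0.16 (adjusted p = 0.00518). CPEB4, a regulator of mRNA polyadenylation, rose by 0.70 ± 0.14 (adjusted p = 0.00145) without and 1.05 ± 0.14 (adjusted p = 1.73e-05) with IL-1β. P2RY6, a receptor for UDP, rose by 0.90 ± 0.11 (adjusted p = 1.12e-05) and 0.40 ± 0.11 (adjusted p = 0.00909), with an interaction of -0.50 ± 0.16 (adjusted p = 0.0835) that did not pass the test, as in CPEB4 (0.35 ± 0.20, adjusted p = 0.442). CDH1, which encodes E-cadherin, was at 13.19 ± 0.06 in media and 13.18 ± 0.03 with IL-22Fc (-0.01 ± 0.11, adjusted p = 0.959), and at -0.35 ± 0.11 (adjusted p = 0.0155) when IL-22Fc was added to IL-1β.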

Using expression quantitative trait loci (eQTL) combined with genome-wide association study (GWAS) patterns in humans, *Lynx1* was associated with Crohn’s disease [31,41]. GWAS analysis has also implicated *CPEB4* as being associated with Crohn’s disease [34,42]. Purinergic signaling is known to regulate several important functions in the gut, and may be important in IBD. Similarly, *P2RY6* has been shown to be downregulated in mucosal biopsies from UC patients [35]. *CDH1*, which encodes E-cadherin, is a strong candidate for UC susceptibility [43] and is the first genetic correlation between UC and colorectal cancer [44]. 

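DMBT1 was 2.99 ± 0.19 (SE, adjusted p = 1.22e-09) above media with IL-22Fc and IL-1β on the log2 scale, where its signal was 10.01 ± 0.41 (SD, n = 3). IL-1β alone left DMBT1 at 0.29 ± 0.19 (adjusted p = 0.667) against media, and IL-6 with IL-1β at 0.78 ± 0.19 (adjusted p = 0.01).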

*DMBT1*, which was upregulated by IL-22Fc and was neutral to the presence of IL-1β, is also involved in IBD, as shown by [23] where *IL-22* and *DMBT1* transcripts were upregulated in mucosal tissues from UC patients, as well as by Deigelmann et al. [24], who identified several *DMBT1* variants associated with CD susceptibility. 

Overall, these data suggest that the IL-22 pathway may be altered based on the presence of an inflammatory cytokine milieu, especially IL-1β in the setting of inflammation. The release of AMPs, a key mechanism of IL-22 protection, may be differentially altered depending on the IL-1 levels. In summary, the PD biomarker gene expression signature identified here may allow improved clinical translation by acting as a sensitive measure of proximal target engagement in IBD patients treated with IL-22Fc, even in the complex environment of the gut.

## 4. Materials and Methods

### 4.1. Cell Culture and Reagents

The human colorectal adenocarcinoma cell line HT-29 was obtained from ATCC (Manassas, VA, USA) and cultured in GIBCO^®^ low-glucose Dulbecco’s modified Eagle Medium (LGDMEM) (Life Technologies, Carlsbad, CA, USA) containing 2 mM *L*-glutamine and 10% FBS at 37 °C in a humidified atmosphere containing 5% CO_2_. The recombinant IL-22Fc fusion protein (also named UTTR1147A, hereafter called “UTTR1147A”) was generated in-house. UTTR1147A is a human interleukin-22 (IL-22) fusion protein that links IL-22 to the Fc portion of human immunoglobulin G4 (IgG4). The Fc portion of the fusion protein incorporates a mutation (N297G) that minimizes the potential for Fc effector function. UTTR1147A is produced in Chinese hamster ovary cells and has a deglycosylated molecular weight of approximately 85 kDa [21], requiring higher concentrations of the fusion protein compared with standard recombinant cytokine IL-22. The human recombinant IL-6 and IL-1β were purchased from Pierce (Invitrogen; Frederick, MD, USA). 

### 4.2. In Vitro Stimulation of HT-29 Cells and the Analysis of the Phospho-STAT3 

The HT-29 cells were plated in 24-well tissue culture plates (Nunc) at 10^5^ cells/well, and cultured at 37 °C. After 5 days, the media were replaced with serum-free media and cultured for an additional 18 h. UTTR1147A or 25 ng/mL rhIL-6 (Invitrogen; Frederick, MD, USA) was added to the culture for 20 min. Following stimulation, the cultures were placed on ice, washed with cold phosphate-buffered saline (PBS), and lysed in 1X RIPA buffer (Millipore, Temecula, CA, USA) containing protease and phosphatase inhibitors (Thermo Fisher Scientific, Rockford, IL; Sigma Aldrich, St. Louis, MO, USA; and Roche, Indianapolis, IN). The protein concentration was determined using the BCA-Pierce^®^ Assay (Calbiochem, Darmstadt, Germany). 

The protein lysates were thawed, and duplicate samples (40 µg/lane) were loaded onto 4−12% tris bis gels (Novex by Life Technologies; Carlsbad, CA, USA), run, and transferred to nitrocellulose membranes. The blots were probed using a STAT3 or pSTAT3-Try705 primary antibody (Cell Signaling, Danvers, MA, USA), followed by a peroxidase conjugated goat anti-rabbit F(ab’)2 secondary antibody (Jackson Immuno Research, West Grove, PA, USA). The blots were imaged using the ImageQuant 4000 and quantified with the ImageQuant software (GE Healthcare Life Sciences; Pittsburgh, PA, USA). The pSTAT3 protein levels were normalized to total a STAT3 protein level for each sample. The concentration required for a 50% increase (EC_50_) in the phosphorylated STAT3 was calculated by performing a non-linear regression curve fit using GraphPad Prism 8 (v.8, GraphPad Software, Inc.; La Jolla, CA, USA).

### 4.3. In Vitro Stimulation of the HT-29 Cells, mRNA Sample Preparation and Microarray Analysis

HT-29 cells cultured for five days were stimulated with cytokines (30 μg/mL for UTTR1147A, 100 ng/mL IL-1β and 25 ng/mL IL-6) for 24 h. Following the stimulations, the cells were lysed, then homogenized using QIAshredder columns (Qiagen, Hilden, Germany), and the RNA was thereafter extracted using the RNeasy kit (Qiagen, Hilden, Germany). The RNA was subjected to microarray analysis using GeneChip^®^ Human Genome U133 Array Plus 2.0 (Affymetrix, Santa Clara, CA, USA). 

### 4.4. Quantitative Real-Time PCR Analysis

A subset of genes curated from the microarray data (described below and listed in Table 1) were used for the qPCR experiments. The same RNA generated for the microarray experiments was used for qPCR, as well as new samples generated using HT-29 cells stimulated with UTTR1147A, with or without IL-1β (100 ng/mL) for 24 h. The UTTR1147A doses ranged from 3 ng/mL to 100 μg/mL, and the RNA was prepared as above. The real-time qPCR was performed using the BioMark gene expression platform (Fluidigm). Briefly, 2 µL total RNA was reverse-transcribed to cDNA and pre-amplified in a single reaction using Superscript III/Platinum Taq (Invitrogen), SUPERase-IN (Ambion, Austin, TX, USA) and 2X reaction mix (Applied Biosystems, Foster City, CA, USA). The pre-amplification reaction was performed at a final dilution of 0.05× for the original Taqman assay (Applied Biosystems) concentration using the following conditions: one cycle at 50 °C for 15 min and one cycle at 70 °C for 2 min, followed by 18 cycles at 95 °C for 15 s, and 60 °C for 4 min. The gene expression of the target genes using the available primer/probe pairs (Thermo Fisher Scientific, Rockford, IL) was measured using a Taqman Universal PCR MasterMix (Applied Biosystems) on the BioMark BMK-M-96.96 platform (Fluidigm, South San Francisco, CA, USA), according to the manufacturer’s instructions. All of the gene expression values were normalized to GUSB expression using the delta Ct method. All of the samples were assayed in triplicate. The dose–response analyses were performed using the drc R package [45]. We used the LL2.4 four-parameter log-logistic function for the fitting of the dose–response curves. The dose–response relationships were considered significant if they had a nominal (unadjusted) *p*-value < 0.05.

### 4.5. Microarray Analyses

The microarray data were processed using the RMA method from the affy R package [46]. We used the limma package for the determination of the differential expression across the conditions [47] using the default settings. The gene selection process was designed to identify genes that were upregulated more by IL-22 than IL-6 (a well-known STAT3 signaling cytokine). A first pass identified the genes which were the most highly upregulated by IL-22 when compared to IL-6 (5-fold or greater), and these included IL1R1 (Figure 2A). We then used the criteria described below to identify additional genes upregulated more by IL-22 than IL-6, as well as by the combination of IL-22 and IL-1β using the following criteria: 

With a fold change (FC) ≥ 1.5 and a false discovery rate (FDR) ≤ 0.001:

- up-regulated in IL-22Fc v. Media, *and*
- up-regulated in IL-22Fc v. IL-6, *and*
- up-regulated in IL-22Fc v. IL-1β

With FC ≥ 1.2 and FDR ≤ 0.2:

- not up-regulated in IL-6 v. Media, *or*
- not up-regulated in IL-1β v. Media, *or*
- not up-regulated in IL-6 + IL-1β v Media

Or:

With fold change (FC) ≥ 1.5 and false discovery rate (FDR) ≤ 0.001:

- up-regulated in IL-22Fc + IL-1β v. Media, *and*
- up-regulated in IL-22Fc + IL-1β v. IL-6 + IL-1β, *and*
- up-regulated in IL-22Fc + IL-1β v. IL-1β

With FC ≥ 1.2 and FDR ≤ 0.2:

- not up-regulated in IL-6 v. Media, *or*
- not up-regulated in IL-1β v. Media, *or*
- not up-regulated in IL-6 + IL-1β v Media

The genes fulfilling these criteria were then ranked using data which looked at the gene expression of inflamed (from UC patients) vs. non-inflamed colon tissue (from healthy controls), with those already upregulated in the inflamed tissue ranked lower [28]. Seventy-eight genes from these analyses were selected for further study, with an additional eight genes included based on previously identified IL-22 biology (e.g., IL-22 receptor genes and the genes of PD biomarkers previously observed in literature [26]), and two additional IL-6-responsive control genes as well (Table 1). 

### 4.6. SAA and REG3A ELISA Assays

The HT-29 cells were plated for 5 days, followed by stimulation after plating with UTTR1147A (3.3 ng/mL to 10 µg/mL) and/or IL-1β (25 ng/mL). After two days, the culture supernatants were removed and frozen at −20 °C. The protein analysis for SAA (Invitrogen; Frederick, MD, USA) and REG3A (Dynabio; Marseille, France) were performed on the thawed supernatants according to the manufacturer’s instructions. 

## Figures and Tables

**Figure 1:**
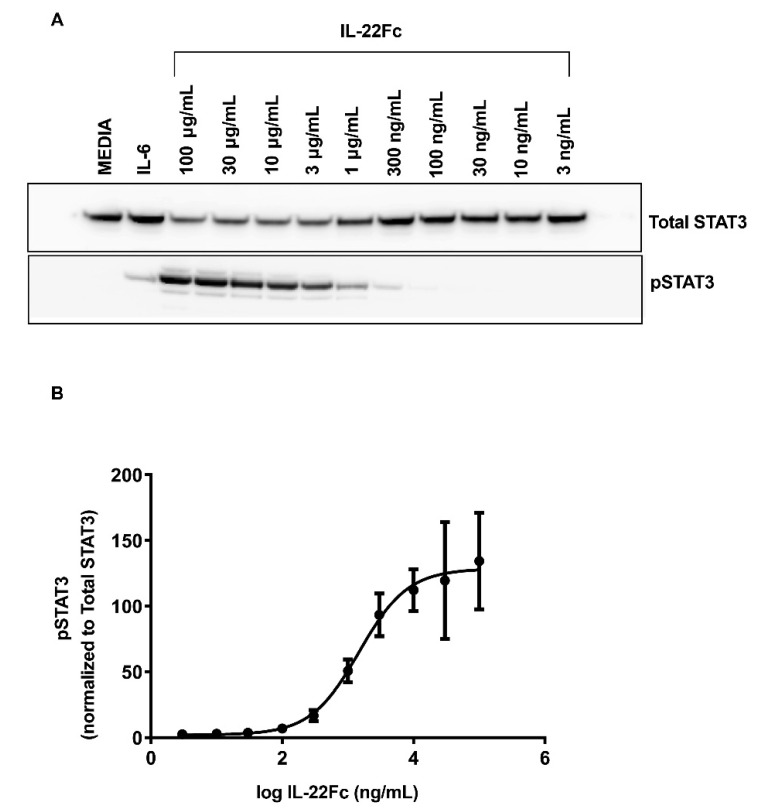
IL-22-mediated STAT3 activation, as measured in HT-29 cells. The HT-29 cells were cultured for 5 days with media, followed by an additional 18 h in serum-free media. Varying concentrations of IL-22 or 25 ng/mL rhIL-6 were added to the cell cultures for 20 min. The cell lysates were analyzed by Western blot. (**A**) Representative Western blot densitometry showing the pSTAT3 and total STAT3. (**B**) Levels of pSTAT3 normalized to STAT3, shown as the mean ± SD of three biological replicates. The EC_50_ is 1.56 μg/mL.

**Figure 2:**
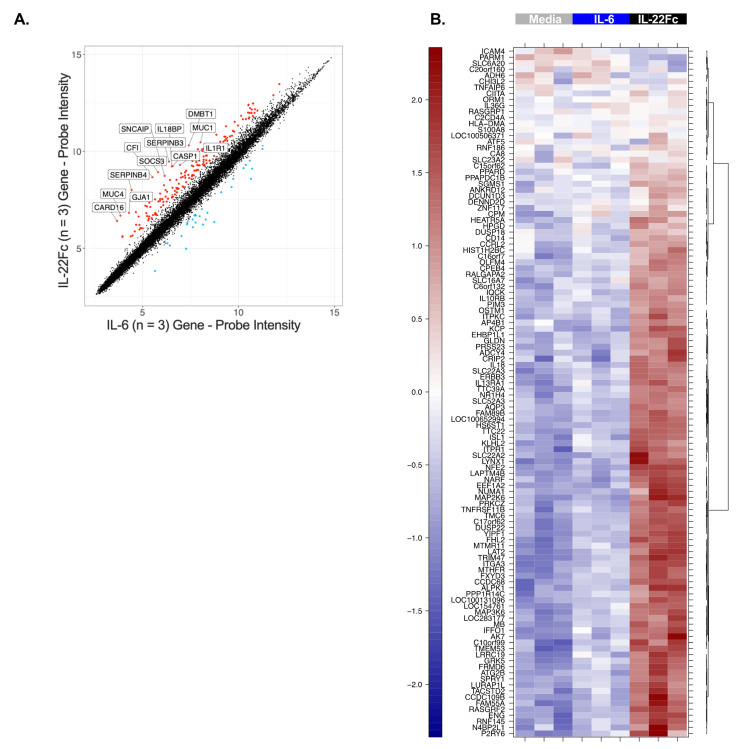
Gene upregulation induced by IL-22 and not IL-6. (**A**) Scatterplot comparing the microarray gene expression from HT-29 cells cultured for 24 h with either UTTR1174A (IL-22Fc) or IL-6 prior to the RNA isolation. The colored points indicate genes with significant differential expression (2.0-fold change, adjusted *p* < 0.05). The labeled points indicate 13 genes with a fivefold change (adjusted *p* < 0.05). (**B**) Heat map from the same experiment using stricter specificity criteria, defined as the union of genes that were at least 1.5-fold upregulated by UTTR1147A, less than 1.2-fold upregulated by IL-6, and had at least a 1.5-fold difference between UTTR1147A and IL-6. Three biological replicates are represented.

**Figure 3:**
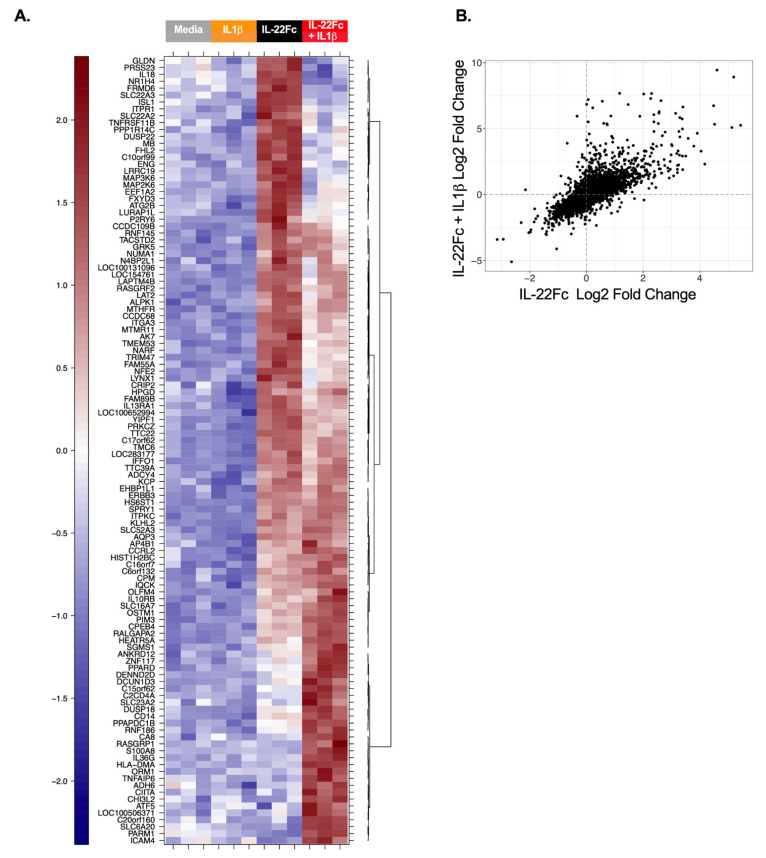
Differential gene expression by IL-22 in the presence of IL-1β. (**A**) Heat map with the microarray gene expression from HT-29 cells cultured for 24 h with or without IL-1β, IL-22Fc or IL-22Fc + IL-1β prior to the RNA isolation. Three biological replicates are represented. (**B**) Scatterplot showing the genes upregulated by IL-22 alone vs. IL-22 + IL-1β.

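SERPINB3, SOCS3 and SERPINA3 were higher against media both with IL-22Fc alone and with IL-22Fc and IL-1β, where they stood at log2 fold changes of 8.69 ± 0.15 (SE, adjusted p = 9.52e-17), 5.25 ± 0.14 (adjusted p = 1.57e-14) and 6.73 ± 0.22 (adjusted p = 1.17e-13). S100A7, at 6.58 ± 0.19 (adjusted p = 1.98e-14), and SLC26A4, at 7.20 ± 0.19 (adjusted p = 1.21e-14), passed with the combination and not with IL-22Fc alone, where SLC26A4 was at 0.06 ± 0.19 (adjusted p = 0.853). Of the genes 2-fold higher with IL-22Fc alone, 232 were also 2-fold higher with the combination. The media values of SOCS3, S100A7 and SLC26A4 lie near background, so their fold changes are lower bounds.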

**Figure 4:**
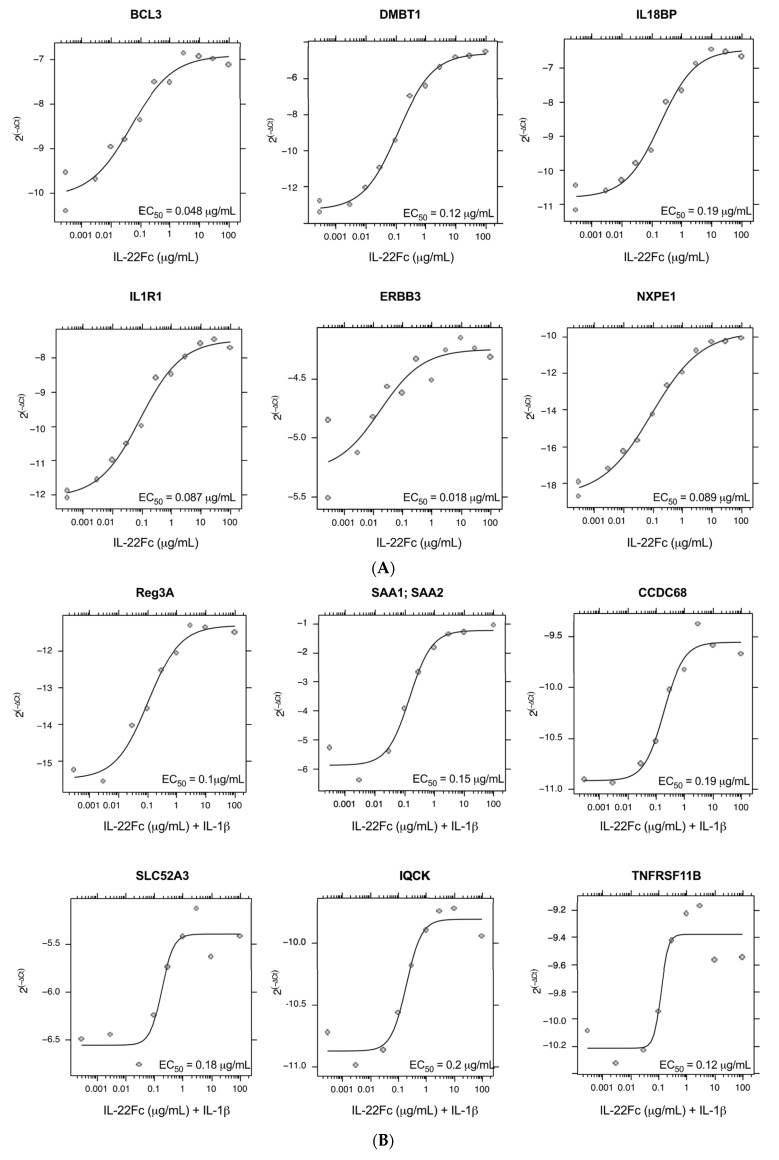
IL-22 dose-responsive genes. (**A**) Representative plots of the genes that were the most dose responsive to IL-22Fc. (**B**) Representative plots of the genes that were the most dose responsive to IL-22Fc+ IL-1β.

**Figure 5:**
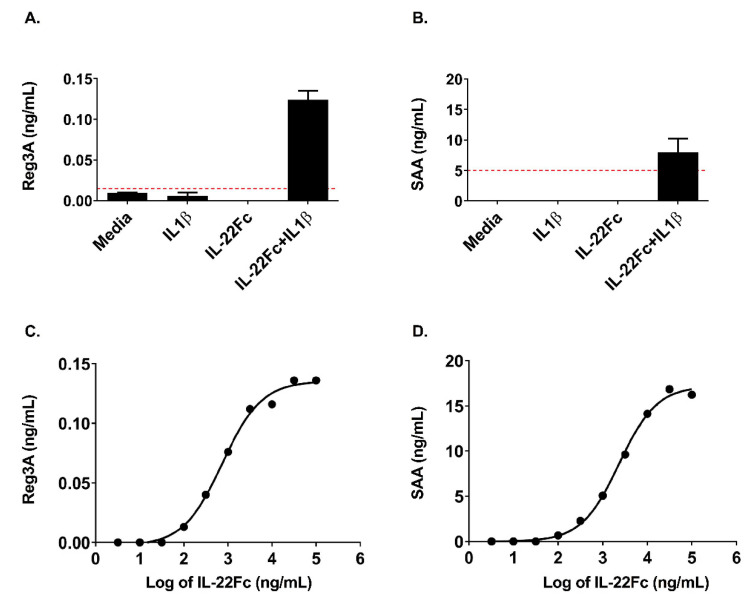
Secretion of acute phase proteins by HT-29 cells requires IL-1β. (**A**) REG3A (Pancrepap), as measured by ELISA, showing detectable levels only with the addition of IL-1β, shown as the mean +/- SD, *n* = 2. The dashed red line indicates the LLOQ of the assay. (**B**) Serum Amyloid A (SAA), as measured by ELISA, showing detectable levels only with the addition of IL-1β, shown as the mean +/- SD, *n* = 2. The dashed red line indicates the LLOQ of the assay. (**C**) REG3A (Pancrepap) representative dose–response curve, as measured by ELISA. The points represent the mean of the duplicate wells, EC_50_ = 2.3 μg/mL. (**D**) Serum Amyloid A (SAA) representative dose–response curve, as measured by ELISA. The points represent the mean of the duplicate wells, EC_50_ = 0.74 μg/mL.

**Table 1:** Genes upregulated by IL-22Fc.

Gene	Loci *	Gene	Loci *
*ADH6*		***ITPKC***	
***AK7***		***ITPR1***	
*ALPK1*		***KCP***	
***ANKRD12***		***LAPTM4B***	
***AP4B1***		***LAT2***	
***ATF5***		***LURAP1L***	
*ATG2B*		***LYNX1***	**CD** [31]
**BCL3** ^†^		***MAP2K6***	
***CA8***		***MB***	
***CCDC68***		***MTHFR***	
*CCM2L*		*NARF*	
***CCRL2***	**IBD** [32]	***NR1H4***	
***CD14***		*NUMA1*	
*CDH1* ^#^	**UC** [32]	***NXPE1***	**UC** [33]
***CHI3L2***		***ORM1***	
***CIITA***		***OSTM1***	
***CPEB4***	**CD** [34]	***P2RY6***	**UC** [35]
***CPM***		***PARM1***	
***DCUN1D3***		***PPAPDC1B***	
***DENND2D***		***PPARD***	
***DMBT1***	**IBD** [31,34]	***PPP1R14C***	
***EEF1A2***		***PRKCZ***	
*EPCAM* ^#^		***PRSS23***	
***ERBB3***		***RALGAPA2***	
***FHL2***		***RASGRP1***	**CD** [36]
***FRMD6***		***REG3A*^#^**	
***FXYD3***		***REG3G*^#^**	
***GLDN***		*RNF145*	
*HIST1H2BC*		***RNF186***	**UC** [37]
***HLA-DMA***		***S100A8***	
***HS6ST1***		***S100A9*^#^**	
*ICAM4*		***SAA1;SAA2*^#^**	
***IFFO1***		***SAA2*^#^**	
***IL10RB***		***SBNO2*** ^†^	
***IL13RA1***		***SLC16A7***	
***IL18***		***SLC22A2***	
***IL18BP***		***SLC22A3***	
***IL1R1***		***SLC23A2***	
***IL1RAP***		***SLC52A3***	
*IL22RA1* ^#^		***SPRY1***	
*IL22RA2* ^#^		***TMEM53***	
***IL36G***		***TNFAIP6***	
***IQCK***		***TNFRSF11B***	
***ISL1***		***TTC39A***	
***ITGA3***		***YIPF1***	

The gene names in bold show upregulation by UTTR1147A +/- IL-1β, and were confirmed by qPCR. ***^#^*** Genes whichwere included due to their known IL-22 biology. * Published susceptibility loci. ^†^ Control IL-6-responsive genes.

## Data Availability

The microarray data that support the findings of this study are openly available in the Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/, accession number GSE159223, accessed on 8 October 2020.

How the deposited data were processed for this re-analysis (not part of the article)

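HT-29 cells in 6 groups (media, IL-6, IL-1β, IL-22Fc, IL-22Fc with IL-1β, and IL-6 with IL-1β) were measured on 18 expression arrays, 3 biological replicates per group. The authors processed the arrays by the RMA method of the affy package, which includes background correction, normalization between arrays and summarization of probes, and deposited 1 intensity per probe set and array on a linear scale. The lowest and highest deposited intensities are 5.21 and 30942, or 2.38 and 14.92 after log2 was taken. Conditions were taken from the sample labels, which hold no replicate numbers, pairing, date or batch, so the replicates were treated as independent cultures and no paired or blocked fit was made. For arrays no read depth exists, and the number of arrays limits the precision.

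Of the 54675 probe sets, 41097 carry 1 gene symbol, 1801 carry several and 11777 carry none in the deposited annotation. Probe sets with several symbols or none name no gene and were not used. The Entrez IDs of 41043 probe sets were found in the reference table of gene names, and 0 symbols had to be replaced. Each of the 19775 genes was represented by its probe set with the highest mean over all arrays, and 10523 genes had more than 1 probe set. Of 204 genes named by the rule below that have more than 1 probe set, 39 have a probe set whose fold change with IL-22Fc against media lies over 2-fold from that of the probe set used, and in 0 of them do both pass 2-fold in opposite directions.

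Differential expression was computed with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings) in 1 model over the 6 groups, with 12 residual and 4.69 prior degrees of freedom. The comparisons were each cytokine or combination with media, IL-22Fc with IL-6 and with IL-1β, the combinations with their single cytokines and with each other, and the interactions of IL-22Fc and of IL-6 with IL-1β, that is, the response in the presence of IL-1β minus that in its absence. A gene counted as higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg over all genes) and, where stated, at 2-fold or 5-fold. The selections followed the paper's methods: at least 1.5-fold higher at a false discovery rate of at most 0.001 in 3 comparisons, and not 1.2-fold higher at a rate of at most 0.2 in at least 1 of 3 others. For 23 lists of genes (STAT3 targets, antimicrobial genes, acute phase, NF-kB targets, chemokines, IL-1 family, receptors and JAK-STAT, caspases, complement, mucins, junctions, enterocyte, stem cell, proliferation, interferon-stimulated, MHC class I and II, unfolded protein response, cholesterol synthesis, glycolysis and hypoxia, and immune, fibroblast and endothelial markers), members called over all genes and after adjustment over the list alone were counted, and each list was tested with camera at a preset correlation between genes of 0.01 and at an estimated one, adjusted over the lists within a comparison. Genes named in the text are those the paper names in its text, Table 1 or Figure 2A, the 10 with the largest rise and the 10 with the largest fall in the main comparisons among called genes whose arrays do not overlap, and up to 4 per list and comparison. Single quality values were compared by exact two-sided permutation tests in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6, for which 0.1 is the smallest p of 3 arrays against 3. Tables were read with data.table 1.17.8.

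The model was tested on simulated data with 50 genes changed at each of 4 folds. In the simulated comparison of IL-22Fc with media it recovered 88% of genes at 1.5-fold and 100% at 2-fold, in that of IL-22Fc and IL-1β with IL-1β 90% and 100%, and in the interaction 68% and 94%. Of the unchanged genes it called 4, 12 and 13 in these comparisons, and 0 at 2-fold by limma. In all, 16 alternatives were set in advance: a stricter adjusted p under 0.01, 3 other rules for probe sets (largest interquartile range, mean, any), only the groups compared, eBayes with trend and robust, array weights, the dimmer genes left out, equalised array medians, quantile normalization, each array left out in turn, 3 readings of the selection criteria, an estimated correlation for camera, and adjustment over the list alone. A further 1, which leaves out IL-22Fc + IL-1β replicate 471 and IL-6 + IL-1β replicate 474, was added after the data were seen. The qPCR, ELISA, phosphorylation, dose-response and biopsy experiments have no deposited data here and were left out.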

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

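The tests of a sum of separate effects, of RNA quality, of low values in media alone, of spread shared within groups, and of regrouped residuals were chosen only after the result was seen.

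IL-22Fc with IL-1β lowered 412 genes at 2-fold against media, a signal in genes outside those the paper discusses, where IL-22Fc alone lowered 63. The values argue against differences in array scale left after the authors' normalization, since a further quantile normalization gives 342 genes against 56 with IL-22Fc alone. They also argue against a single array, since 562 are lower without the IL-22Fc and IL-1β array that stands apart. For the excess over IL-22Fc alone, the values also argue against RNA quality. The mean 3′ minus 5′ signals differ by 0.0009 in ACTB (1.9967 with IL-1β and 1.9958 without) and by 0.0336 in GAPDH (0.4745 and 0.4409), and the arrays of the groups overlap in both. Against media, RNA quality stays open. There the ACTB signal was 1.6341, without overlap with the combination (exact permutation test p = 0.1, the smallest possible), and that of GAPDH was 0.4512 (p = 0.7 by the same test). The sum of the separate effects of IL-22Fc and IL-1β gives 128 genes at 2-fold, but in the 412 genes its median is -0.82 against -1.18 observed and the interaction was called below 0 in 120, so most of the fall may be additive, and a biological explanation, that IL-1β extends the repression by IL-22Fc, remains a hypothesis found and tested on the same arrays. The mean of all probe sets of each gene gives 260 genes.

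Of the interferon-stimulated genes, 24 were higher with IL-22Fc than with media, genes outside those the paper discusses, with a median log2 fold change of 1.1136. The values argue against differences in array scale left after the authors' normalization, as the median is 1.1182 after a further quantile normalization. Low values in the media arrays alone stay open: against IL-1β the median is 0.7352 and 9 of 27 members were higher. Spread shared between arrays stays open too, since the gap between the lowest IL-22Fc and the highest media array in the list's mean is 0.3709, the largest range within a group, media, is 1.1775, and 23 members do not overlap between the groups, where chance gives 10% of independent genes. Leaving out a media, IL-6 or IL-1β array moved the list's median furthest, up or down, when that group was the control. The arrays concerned lie at opposite ends of their group on a residual component described below, a hint of sets of cultures. These tests take no account of such sets because no label names them, and no fit within sets was made. An effect of IL-22Fc on these genes therefore cannot be told apart from these explanations by these tests. The 10 splits of the 6 arrays are too few for a share under 0.05 (real value 24, 1 split as large, highest other 0).

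The response to IL-22Fc differed between cells with and without IL-1β by the test of the interaction in 109 genes above 0 and 60 below 0, 169 together. Among 100 regroupings of IL-1β within each arm, 9 gave a count as large, the highest other 381. All 8 others kept the IL-22Fc arm unmixed, and the highest with that arm mixed was 3. Regrouping the control arm alone alters the IL-1β effect in that arm only, which makes an interaction by itself. These regroupings therefore cannot decide whether the count came by chance. Among 100 regroupings of the residuals after the separate effects were removed, 1 was as large and the highest other was 0. These residuals still hold the interaction, so regrouping mixes it within groups and widens the spread of the genes counted. This test alone therefore does not exclude chance.

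The response to IL-6 differed between cells with and without IL-1β by the test of the interaction in 25 genes above 0 and 1 below 0, 26 together. The regroupings within each arm gave 9 as large (highest other 300), all 8 others keeping the treated arm unmixed (highest with it mixed 0). They cannot decide for the same reason as with IL-22Fc. Those of the residuals gave 3 of 100 (highest other 44), a share under 0.05. These residuals hold the interaction too, so this share alone does not exclude chance.

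MHC class II genes differed in their response to IL-22Fc with IL-1β by the test of the interaction, with 6 of 13 above 0. All 28 proliferation genes were lower with IL-22Fc than with media, genes outside those the paper discusses, and 1 of 10 splits gave as many (highest other 0), too few splits for a share under 0.05.

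The 10 splits of 3 arrays against 3 are too few for a share under 0.05 in every comparison of 2 groups, and the highest other value is 0 in each: the real counts are 388 (IL-22Fc v. media), 27 (IL-6 v. media), 174 (IL-22Fc v. IL-6, and 11 at 5-fold), 60 (IL-1β v. media), 914 (IL-22Fc with IL-1β v. media), 628 (v. IL-1β), 316 (v. IL-22Fc), 227 (v. IL-6 with IL-1β), 241 (IL-6 with IL-1β v. media) and 290 (IL-22Fc v. IL-1β). For the selections of 210 and 300 genes, 1 of 100 regroupings of all 18 arrays was as large and the highest other was 0, but such regroupings mix treatments within groups and widen the spread, so they could hardly give a count and do not exclude chance.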

How the results depend on the processing

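Leaving out both arrays that stand apart in the residuals, 1 of IL-22Fc with IL-1β and 1 of IL-6 with IL-1β, was chosen after seeing the data. Of 665 called values of named genes, 554 kept their direction and call in every setting run for them, as did 84 of 244 that were not called, where the stricter adjusted p and any probe set were run for counts only and the dimmer genes had no value in 1 setting; where a result moved, the cause was not tested unless stated. Equalised array medians, trend and robust, and counts over any probe set moved no count beyond 1.5 times. No paired analysis was made because the labels hold no replicate numbers. On residual component 2 (20.0% of the spread), media, IL-6, IL-1β and IL-22Fc each have 1 array at 0.33 to 0.40 and 1 at -0.30 to -0.24, in the same order of their identifiers, a hint from the data of sets of cultures that no label or text names, so it was not modelled. Dim probe sets lie near background, which limits what can be seen in them.

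Readings of the selection criteria, and a model of only the groups compared, moved those counts without, with, both and either as follows. All conditions required gave 57, 53, 9 and 101. A reading with 1 condition in each selection gave 122, 65, 9 and 178. That condition was on IL-6 without IL-1β, and on IL-6 and IL-1β together with IL-1β. Fold thresholds alone gave 142, 69, 10 and 201. Only the groups compared gave 138, 108, 32 and 214. The mean of all probe sets gave 17 genes higher with IL-6, 17 shared with IL-22Fc, 6 at 5-fold, and lower counts of 15 (IL-22Fc v. IL-6), 0 (IL-1β), 260, 171, 60 and 45 (IL-22Fc with IL-1β v. media, IL-1β, IL-22Fc, and IL-6 with IL-1β), 36 (IL-22Fc v. IL-1β), 32 and 0 (interactions with IL-22Fc and IL-6), all by limma. With the dimmer genes left out, so that 9888 were tested, 6 genes passed 5-fold, 63 had an interaction above 0 and 1 was lower with IL-1β. Array weights gave 141 genes lower with IL-22Fc and IL-1β than with IL-6 and IL-1β, and leaving out both arrays 151. Genes below 0 in the interaction with IL-6 numbered 0 at adjusted p under 0.01, 2 by the probe set with the largest interquartile range and 0 without both arrays.

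An estimated correlation left 7 lists higher with IL-22Fc v. media, 8 v. IL-6, 3 in the interaction, 7 with IL-6 and 4 with IL-1β, and 0, 0, 1, 0 and 0 lower, with 0 lower in IL-22Fc and IL-1β v. IL-1β. The 1 list lower with IL-1β became 0 with the largest interquartile range, the mean of probe sets and the dimmer genes left out. The list tests do not use the groups compared, trend and robust or any probe set and were not rerun there. Each array left out in turn gave 2 to 6 genes lower with IL-1β (both without a media array), 54 to 165 lower with IL-22Fc and IL-1β than with IL-6 and IL-1β (165 without the IL-22Fc and IL-1β array that stands apart), 0 to 1 below 0 in the interaction with IL-6 and 0 to 1 lists lower with IL-1β.

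The median interaction of the cholesterol synthesis list reversed direction, from -0.1937 to 0.0881 with each array left out and 0.0881 without both arrays. Other small list medians also changed sign with an array left out. Examples are the interaction of STAT3 target genes (-0.0741 to 0.0743) and fibroblast markers with IL-22Fc v. media (-0.0432 to 0.0681). Directions of single genes reversed with another probe set rule. With the largest interquartile range GUSB was 0.27 (IL-22Fc and IL-1β v. IL-1β and v. IL-22Fc), NUMA1 1.10 (IL-22Fc and IL-1β v. IL-1β) and 1.30 (IL-22Fc v. IL-6 and v. media), MUC4 2.84 (v. IL-6) and PPARD -0.14 (v. media). With the mean of probe sets GUSB was 0.0119 and LAT2 0.0226 (both IL-22Fc and IL-1β v. IL-22Fc), NUMA1 0.12 (IL-22Fc and IL-1β v. IL-1β), MUC4 0.77 (IL-22Fc v. IL-6) and LRIG1 0.0128 (IL-22Fc v. media).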

Differences from the paper's values

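The paper reports 58 genes selected with IL-1β, and 300 were selected here under the criteria as its methods join them. Of the alternatives set before the data were examined, 3 lie within 1.5 times the paper's count, 53 with all conditions required, 65 with the IL-6 condition of the results text and 69 with the fold thresholds alone. The other 9 do not (108 to 369), nor do the fits without 1 array (245 to 351).

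For genes in both selections the paper reports 12, and 108 were found here. All conditions required (9), the IL-6 condition of the results text (9) and the fold thresholds alone (10) lie within 1.5 times it, while the other 9 alternatives (32 to 138) and the fits without 1 array (88 to 130) do not.

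For the curated set the paper reports 117 genes, and 402 met either set of criteria here, before any removal of genes raised in inflamed tissue. Requiring all conditions gives 101 and lies within 1.5 times the paper's count, while the other 11 alternatives (178 to 485) and the fits without 1 array (356 to 456) do not. The paper's first pass also took genes at least 5-fold over IL-6. With these added, 407 genes were found, and 112 with all conditions required. The IL-6 condition of the results text then gave 186, and the fold thresholds alone gave 212. The paper's count for the selection without IL-1β, given in words, is less than the 210 found here by more than 1.5 times. It lies between the 57 with all conditions required and the 122 with the IL-6 condition alone. The fold thresholds alone, which the paper's results text states for this selection, gave 142, above its count. Its count of induced genes, also in words, is above the 325 found here by less than 1.5 times.

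By its marks Table 1 holds 79 curated genes, 1 more than the paper's text counts. The paper reports 84 genes repressed by IL-22Fc and 13 raised 5-fold over IL-6, where 63 and 11 were found, within 1.5 times. Of the 13 genes labelled in Figure 2A, 11 passed 5-fold here. MUC1, at a log2 fold change of 2.22 over IL-6, and MUC4, at -0.09 (adjusted p = 0.632), did not, whereas the probe set with the largest interquartile range gives 2.45 for MUC1, 2.84 for MUC4 and 13 genes in all. Counting a gene by any of its probe sets also gives 13, and 83 genes repressed. The counts lie more than 1.5 times below the paper's with the mean of all probe sets (42 repressed and 6) and with the dimmer genes left out (47 and 6).

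The paper uses SBNO2 as a gene that responds to IL-6, and here SBNO2 was at 0.32 (adjusted p = 0.0986) with IL-6.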

Other observations

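Of the tests in this part, those of a mixture with another group and of RNA quality were chosen only after the result was seen.

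IL-1β alone raised CCL20, a chemokine for lymphocytes and dendritic cells, by a log2 fold change of 5.89 ± 0.25 (SE, adjusted p = 4.95e-11). Chemokines were higher with IL-1β in 9 of 18 cases (12 adjusted over the list alone, camera adjusted p = 2.91e-35, and 0.00306 with an estimated correlation), and NF-kB target genes in 14 of 22 (19 adjusted over the list alone, adjusted p = 2.69e-44, and 3.73e-05 with an estimated correlation). IL-22Fc alone raised 9 of the chemokines (9 adjusted over the list alone, adjusted p = 2.61e-05, and adjusted p = 0.156 with an estimated correlation), such as CXCL1, which attracts neutrophils (2.27 ± 0.15, adjusted p = 8.69e-09), and 13 of the NF-kB targets with 1 lower (13 and 1 adjusted over the list alone, adjusted p = 3.74e-05, and adjusted p = 0.0646 with an estimated correlation). IL-6 with IL-1β raised 217 genes at 2-fold against media and lowered 24, where IL-1β alone raised 57 and lowered 3. MHC class I genes were higher with IL-6 and IL-1β in all 14 cases (14 adjusted over the list alone, adjusted p = 1.75e-13, and adjusted p = 0.0644 with an estimated correlation). Their mean lay between 9.92 and 10.62 within media and between 11.26 and 11.69 within IL-6 with IL-1β. The ACTB 3′ minus 5′ signal with IL-6 and IL-1β was 1.83 ± 0.12, against 1.63 ± 0.10 in media (SD, n = 3 each). That of GAPDH was 0.47 ± 0.01, against 0.45 ± 0.05.

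Enterocyte markers were higher with IL-22Fc in 9 of 26 cases and lower in 4 (10 and 5 adjusted over the list alone, adjusted p = 0.0217, and adjusted p = 0.0779 with an estimated correlation), led by CEACAM7, an adhesion molecule of mature colonocytes (3.48 ± 0.15, adjusted p = 3.15e-11). Stem cell and Wnt target genes had 2 of 15 higher, among them OLFM4, a crypt base glycoprotein (2.05 ± 0.37, adjusted p = 5.36e-04), and 4 lower, among them the transcription factor ASCL2 (-1.17 ± 0.09, adjusted p = 4.25e-08); 3 and 4 passed adjusted over the list alone, and the list did not pass camera (adjusted p = 0.258). Of 21 genes of glycolysis and the hypoxia response 7 were higher (9 adjusted over the list alone, adjusted p = 4.52e-04, and adjusted p = 0.314 with an estimated correlation), such as ADM, the vasodilator adrenomedullin (1.83 ± 0.27, adjusted p = 6.67e-05). Cholesterol synthesis genes had 1 of 16 higher and 1 lower (0 and 1 adjusted over the list alone, adjusted p = 0.929). Markers of other cell types did not pass camera: immune cells had 2 of 12 higher (2 adjusted over the list alone, adjusted p = 0.0614), endothelial cells 1 of 8 (1 adjusted over the list alone, adjusted p = 0.184), and fibroblasts 1 of 11 higher and 1 lower (1 and 1 adjusted over the list alone, median 0.04, mean -0.04, camera upward at adjusted p = 0.929). The fibroblast gene that fell was LUM, a matrix proteoglycan (-1.41 ± 0.15, adjusted p = 2.22e-06).

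In the IL-22Fc and IL-1β array that stands apart in the residuals, the 21 genes of glycolysis and the hypoxia response had a median log2 difference of -0.2965 from the mean of the other arrays of the group, against 0.0050 for all genes, and 19 lay below both other arrays. The values argue against differences in array scale left after the authors' normalization (-0.3106 after a further quantile normalization). They also argue against a mixture with the IL-6 + IL-1β group, since a share of 0.619 of the members, 13 of 21, lay below every other array of both groups. RNA quality stays open, since the ACTB 3′ minus 5′ signal of the array, 1.8880, lies within the range of the other 17 arrays, 1.5266 to 2.1090, and that of GAPDH, 0.5528, lies above their range, 0.3952 to 0.5032. No biological explanation was tested, because the design names no difference between replicates.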
